A study of Homo sapiens with 6 samples. Its data were reported in "Noncanonical association of EZH2 with E2F1 promotes tumor proliferation through chromatin remodeling" (2025).

How the data were processed

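The authors sequenced immunoprecipitated chromatin (ChIP-seq) from MDA-MB-231 cells, an established human triple-negative breast cancer line. The labels describe 6 samples in 6 groups of 1 library each, so no group has replicates. 3 libraries were made with an antibody against the transcription factor E2F1, from untreated cells, from cells given the solvent DMSO for 72 h and from cells given 1 µM of GSK126, an inhibitor of the methyltransferase EZH2, for 72 h. 2 libraries were made with an antibody against histone H3 trimethylated at lysine 27 (H3K27me3), from cells transduced for 24 h with a control shRNA or an shRNA against E2F1 (shE2F1) and then selected for 72 h with puromycin at 2 µg/ml. The remaining sample is an input of untreated cells, for which no values were used here. Per the study's methods, the chromatin was sheared by sonication for transcription factors and cut with micrococcal nuclease for histone marks.

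The authors trimmed the reads, aligned them to GRCh38 with Bowtie2 and called peaks in each library with MACS2, in its narrow mode for E2F1 and its broad mode for H3K27me3. The 5 deposited peak lists were the starting point. For each peak the authors' lists give the fold enrichment, a ratio of the treatment signal to the background at the summit of a narrow peak or averaged over a broad one. The deposited lists also hold −log10 of the p-value and −log10 of the q-value of each peak. A score is deposited as well, and it was not used because in nearly every peak it is 10 times the −log10 q value as a whole number. The offset of the summit from the start of a narrow peak is deposited in a further column, and the midpoint stood in for the summit of a broad peak. Fold, −log10 p and −log10 q are the authors' own values for each peak. They were used to describe, rank and filter peaks, and the single comparison of fold between lists was repeated on fragment numbers that need no control library. No peak lay beyond the end of a chromosome of the hg38 reference, and all sequence names were present in it. Every peak lay on one of 23 chromosomes, the autosomes and X. Peaks within a list did not overlap. Genes and transcription start sites (TSSs) came from GENCODE release 44, which is a later annotation of the same build than the one the authors used. It gave 219266 distinct TSSs and 20007 protein-coding genes.

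The depth of the E2F1 libraries was read from the peak lists. At the summit of a narrow peak MACS2 computes the fold from the number of fragments and the background with a pseudocount of 1 on each, and the p-value from the Poisson tail, so both numbers can be solved for. A whole number of fragments was found within a relative error of 2e-05 for 1056 of the 1056 untreated, 15703 of the 15703 DMSO and 14276 of the 14276 GSK126 peaks. The lowest background in a list is the genome-wide one, which is the number of fragments expected over any base. It was 0.668 fragments in the untreated, 1.82 in the DMSO and 1.70 in the GSK126 list. The step between background values gave a ratio of control library sizes of 1.00 for DMSO over GSK126, whereas the ratio of DMSO to untreated was 2.40. Broad peaks hold averages, and of those shorter than 300 bp only 5.81% in control shRNA and 5.78% in shE2F1 could be solved, against 0.0366% and 0.0155% after the fold was shifted by 0.3%. Their most frequent background was 1.02 fragments in control shRNA and 1.27 in shE2F1.

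A promoter was the 1000 bp on either side of a TSS of any gene, and a peak was at a promoter when its summit or midpoint lay inside. Target genes were protein-coding genes with a TSS within 1000 bp of an E2F1 summit. Random expectation came from 1000 placements of each list on the same chromosomes outside assembly gaps, or from 100 placements for the H3K27me3 lists. The E2F motif was TTSSCGC on either strand, where S is C or G, searched within 100 bp of the summit. Its background was the pair of windows centred 2000 bp on each side, and 1000 random sets of promoter windows without an E2F1 peak in any list, matched on GC content in bins of 2%. Peaks were called overlapping from 1 bp. H3K27me3 regions were called gained when a shE2F1 peak had no control shRNA overlap, and lost in the mirror case. The gain of H3K27me3 at E2F1 peaks was placed among 10000 random sets of windows at promoters of protein-coding genes without an untreated E2F1 peak, matched on GC content over 1000 bp and given the widths of the peaks, as a description of these libraries only. Sets from promoters with no E2F1 peak in any list, and from promoters with a peak in DMSO and GSK126 but not in untreated cells, were added after the data were seen. Shared peaks of DMSO and GSK126 were compared by the log2 ratio of fold, taking the strongest GSK126 partner of each DMSO peak. Because each condition has 1 library, no p-value between conditions is given. Shares carry exact Clopper-Pearson 95% intervals, the ratio of 2 peak numbers an interval from the exact binomial share, a median an interval from order statistics and a difference of paired shares a normal interval. All intervals cover counting error only.

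Named genes and peaks followed a rule fixed before the data were examined. It covers CCNB1, RRM2, CDC20, PLK1 and E2F5 as genes of interest to the study, GAPDH, ACTB, HOXA9, HOXB9, HOXC9 and HOXD9 as checks, and a list of 22 usual E2F target genes given as a count. It also covers the 5 untreated E2F1 peaks with the highest fold among those overlapped in both other E2F1 lists, the 3 gained and the 3 lost H3K27me3 regions with the highest −log10 q, and the 3 DMSO and the 3 GSK126 peaks with the highest −log10 q that lack an overlap in the other list. Such peaks are named by the nearest TSS of a protein-coding gene. The feature given for a peak is the one at its summit or midpoint.

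Alternatives fixed before the data were examined were a −log10 q of at least 5 in every list, promoters from 1000 bp upstream to 100 bp downstream, promoters of 5000 bp on either side, protein-coding TSSs, any overlap of the peak with the promoter, the longer motif TTTSSCGC, motif windows of 50 bp, overlaps of at least 50% of the peak or of both peaks, neighbours within 5000 bp, equal numbers of the strongest peaks, peaks merged within 1000 bp, peaks of at least median fold, and summits within 200 bp. Others were added after the data were seen, and they are named as such where their effect is given.

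Intervals were handled with numpy 2.4.6 and pandas 2.3.3 under Python 3.11.15, statistics with scipy 1.17.1 and statsmodels 0.14.6, sequence with pysam 0.24.0 and samtools 1.23.1, and plots with matplotlib 3.10.9. The functions were tested on simulated data. For the GSK126 list, 14275 of 14276 simulated peaks returned the right number of fragments, and all 1056 and 15703 did for the untreated and DMSO lists. Overlaps of 1000 simulated intervals matched a direct count in 100% of cases. For the comparison of H3K27me3 gain with and without the motif, a planted difference of 5 points over 10000 simulated peaks came back as 4.98 on average, and a difference of 0 as 0.236.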

Results

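ChIP-seq, which sequences the DNA fragments bound by a protein or carrying a histone mark, was analysed for 5 libraries of MDA-MB-231 cells, a human triple-negative breast cancer cell line. The transcription factor E2F1 was profiled in untreated cells, in cells given the solvent DMSO and in cells given GSK126, which inhibits the methyltransferase EZH2. The repressive mark H3K27me3, which EZH2 deposits, was profiled after transduction with a control short hairpin RNA (shRNA) or with an shRNA that lowers E2F1 (shE2F1). Each condition has 1 library, so there are no replicates, and differences between conditions carry no replicate check. All 95% intervals are exact Clopper-Pearson intervals unless another kind is named, and they cover counting error only. The fold enrichment and −log10 q of each peak are the authors' values. The number of fragments expected over any base of the genome was 0.668 in the untreated, 1.82 in the DMSO and 1.70 in the GSK126 library, as recovered from the peak values. Divided by the fragment length of each library, these values put the depth of DMSO at 2.12 times that of the untreated library and 1.08 times that of GSK126. In the H3K27me3 libraries this number was 1.02 for control shRNA and 1.27 for shE2F1. It rests on the 810 and 791 short peaks at that background, among 1272 and 1117 that could be solved.

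To describe where E2F1 bound without treatment, the untreated peaks were set against gene annotation. The list held 1056 peaks with a median width of 302 bp and a median fold enrichment of 8.07, covering 0.369 Mb. The share of peaks with the summit within 1 kb of a TSS was 93.8% (92.1% to 95.1%), against a mean of 8.42% and a maximum of 11.4% in 1000 random placements. Restricting promoters to the stretch from 1 kb upstream to 100 bp downstream moved this share most, to 88.3%. The DMSO list held 15703 peaks, of which 42.7% (41.9% to 43.5%) lay at promoters. The GSK126 list held 14276 peaks, of which 73.8% (73.1% to 74.5%) did. At a −log10 q of at least 5 these shares were 70.1% in DMSO and 84.1% in GSK126. Target genes, defined as protein-coding genes with a TSS within 1 kb of a summit, numbered 1168 in untreated cells, 6697 in DMSO and 10277 in GSK126. Of the untreated target genes, 97.6% were also targets in DMSO and 99.6% in GSK126. Counting genes of all types moved the untreated number most, to 1489.

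The E2F motif TTSSCGC was present within 100 bp of the summit in 54.5% (51.4% to 57.5%) of untreated peaks. It was present in 1.56% of windows 2 kb away and in 9.20% of GC-matched promoter windows on average, with a maximum of 11.9% among 1000 sets. The share was 17.5% in DMSO peaks and 26.9% in GSK126 peaks, where GC-matched promoters averaged 5.72% and 8.398%. At a −log10 q of at least 5 it was 31.1% (30.1% to 32.1%) in DMSO peaks and 31.6% (30.7% to 32.4%) in GSK126 peaks. The difference between these lists was therefore not present among strong peaks. Requiring the longer motif TTTSSCGC moved the untreated share most, to 21.5%, and its GC-matched promoters averaged 1.57%.

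**Figure D1:**
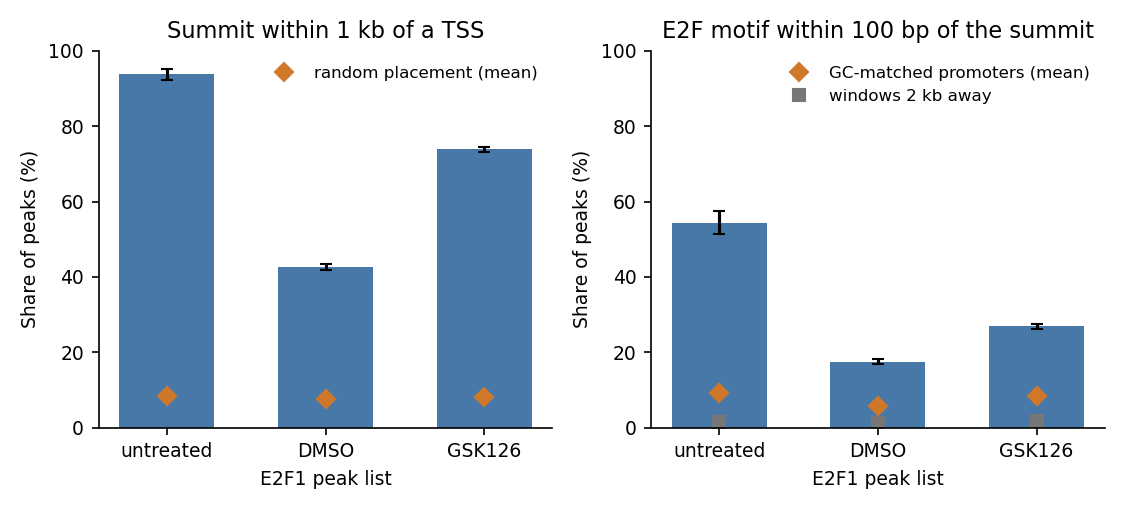
Share of E2F1 peaks (%) at promoters (left) and with the E2F motif (right) in the untreated, DMSO and GSK126 lists, with exact 95% intervals as error bars, diamonds for random placements or GC-matched promoters and squares for windows 2 kb away. The untreated list has the highest share of both, 93.8% and 54.5%.

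The untreated peaks were then looked up in the other E2F1 lists, as the nearest thing to a repeat of the assay. DMSO peaks overlapped 96.2% (94.9% to 97.3%) of the untreated peaks, and GSK126 peaks overlapped 99.1% (98.4% to 99.6%). In the reverse direction 6.34% of DMSO peaks and 7.17% of GSK126 peaks overlapped an untreated peak. When each list was limited to its 1056 strongest peaks, 60.04% of the untreated peaks were overlapped in DMSO, the alternative that moved this result most. In 1000 random placements the mean overlap was 0.560% for DMSO and 0.677% for GSK126.

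Of the untreated peaks found in both other lists, the one with the highest fold, 44.6, lay on chromosome 11 from 59144618 to 59145067 (GRCh38), in a UTR exon of FAM111A. The fold at this site was 37.5 in DMSO and 69.5 in GSK126. The next peak, on chromosome 19 from 10568990 to 10569568, lay between genes with its summit 212 bp upstream of the TSS of CDKN2D, and its fold was 41.7 in untreated cells, 61.1 in DMSO and 105 in GSK126. A peak on chromosome 6 from 30717055 to 30717736, 110 bp upstream of MDC1 and in a UTR exon of TUBB, had a fold of 37.6 in untreated cells. On chromosome 10 from 102151892 to 102152249, 73 bp upstream of NOLC1, the untreated fold was 35.7. The fifth peak lay between genes on chromosome 6 from 27894349 to 27894737, 1126 bp downstream of the start of the histone gene H2BC17, with an untreated fold of 32.3.

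To compare H3K27me3 with and without E2F1 knockdown, the lists were first set side by side. The control shRNA list held 123957 peaks covering 143 Mb, with a median fold of 3.17. The shE2F1 list held 135683 peaks covering 179 Mb, with a median fold of 2.95. The log2 ratio of the peak numbers was 0.13, with an interval from the exact binomial share of 0.12 to 0.14. This ratio moved most, to 1.80, when peaks needed a −log10 q of at least 5, which left 1626 peaks in shE2F1 and 467 in control shRNA. It changed direction, to −0.36, at a −log10 q of at least 2, a threshold chosen after the data were seen, with 25174 and 32376 peaks. The length covered in both libraries was 87.4 Mb, or 61.0% of the control shRNA and 48.9% of the shE2F1 length.

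Regions gained in shE2F1, meaning peaks with no overlap in control shRNA, numbered 59025, and the regions lost in the mirror comparison numbered 40313. These numbers hold at the authors' threshold, the q-value cutoff of their lists, which was looser for H3K27me3 than for E2F1. The median −log10 q was 1.38 in gained, 1.52 in lost and 1.65 in shared regions of the shE2F1 list. Most gained and lost regions were thus weak calls, and a missing overlap can mean signal just under the threshold. Midpoints lay at promoters for 13.0% (12.7% to 13.2%) of gained, 6.24% (6.005% to 6.48%) of lost and 9.74% (9.53% to 9.95%) of shared regions in the shE2F1 list. At a −log10 q of at least 5 in both lists, 1215 regions were gained and 56 lost, and 92.8% of the gained regions lay at promoters. Requiring in addition no control shRNA peak at the authors' threshold, an alternative added after the data were seen, moved both results most, to 637 gained regions and 93.4%. The high share was not particular to gained regions. At this −log10 q, 93.1% of the shE2F1 peaks with a control shRNA peak at the authors' threshold lay at promoters. Of all control shRNA peaks at this −log10 q, 84.8% did. At the authors' threshold the promoter peaks numbered 15117 in shE2F1 and 10615 in control shRNA. At a −log10 q of at least 2, promoter peaks were more numerous in shE2F1, 5636 against 3571, whereas peaks elsewhere were fewer, 19538 against 28805.

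**Figure D2:**
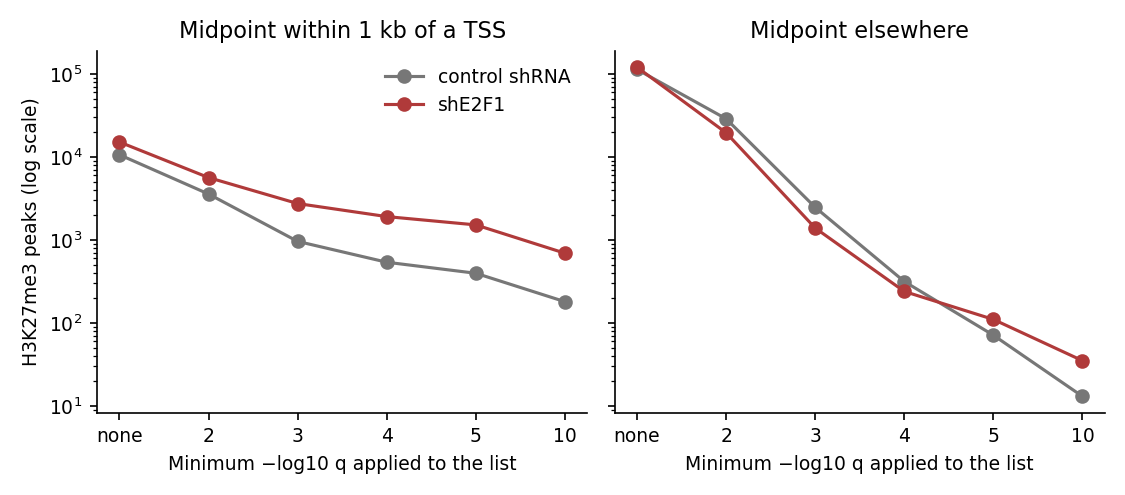
Number of H3K27me3 peaks (log scale) against the minimum −log10 q for control shRNA (grey) and shE2F1 (red), with midpoints at promoters on the left and elsewhere on the right. At promoters shE2F1 has more peaks at each of the thresholds drawn, and elsewhere it has fewer at 2, 3 and 4.

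The gained region with the highest −log10 q, 41.2, lay on chromosome 1 from 125180104 to 125180305, between genes and 3993103 bp from the TSS of SRGAP2C, and its mean fold was only 1.68. The following gained regions lay on chromosome 1 from 36397574 to 36398109, in a UTR exon of LSM10 with a fold of 9.72, and on chromosome X from 78103836 to 78104315, in an intron of PGK1 with a fold of 8.06. The strongest lost regions were a pair on chromosome 17, from 26619969 to 26620144 with a fold of 4.62 and from 26603782 to 26603970 with a fold of 2.73. Both lay between genes and far from the nearest protein-coding TSS, that of WSB1, at 674019 and 690200 bp upstream. The next lost region lay between genes on chromosome 6 from 31292368 to 31292613, 20361 bp upstream of HLA-C, with a fold of 5.90.

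H3K27me3 was next compared at E2F1 sites with and without E2F1 knockdown. Among the 1056 untreated E2F1 peaks, an H3K27me3 peak overlapped 11.5% (9.60% to 13.5%) in control shRNA and 47.3% (44.3% to 50.4%) in shE2F1. The gain was 35.9 percentage points, with a normal interval for paired shares of 33.0 to 38.8. An overlap was present only in shE2F1 at 380 peaks and only in control shRNA at 1. Requiring a −log10 q of at least 5 in all lists moved the gain most, to 12.7 points. The gain was 20.6 points at DMSO peaks and 29.3 points at GSK126 peaks.

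GC-matched windows at promoters without an untreated E2F1 peak gained 21.9 points on average, and the highest of 10000 sets gained 27.2 points. Windows at promoters with no E2F1 peak in any list gained 8.32 points on average, with a range of 3.79 to 13.9. Windows at promoters with a peak in DMSO and GSK126 but not in untreated cells gained 34.0 points, with a range of 29.1 to 39.4, and the gain at untreated peaks lay at percentile 90.3 of these sets. Of all 20007 protein-coding gene promoters, 21.2% (20.7% to 21.8%) carried an H3K27me3 peak in control shRNA and 43.2% (42.5% to 43.9%) in shE2F1.

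**Figure D3:**
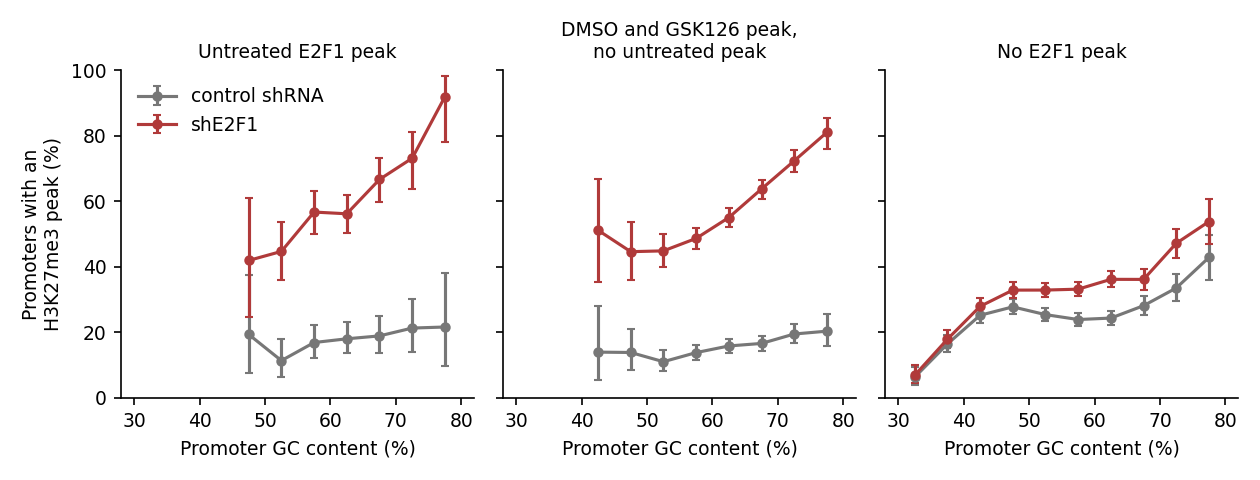
Share of promoters (%) with an H3K27me3 peak against promoter GC content (%) in control shRNA (grey) and shE2F1 (red), with exact 95% intervals as error bars, for promoters with an untreated E2F1 peak, with DMSO and GSK126 peaks only, and with no E2F1 peak. In the bin from 60% to 65% GC the shE2F1 share is 56.2%, 55.04% and 36.2% in these classes.

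In the mirror comparison, an untreated E2F1 peak overlapped 0.598% (0.537% to 0.664%) of gained regions, 0.00248% of lost regions, which is 1 region, and 0.179% of shared regions. A DMSO E2F1 peak overlapped 5.60% (5.42% to 5.79%) of gained, 0.752% of lost and 1.97% of shared regions. Requiring a −log10 q of at least 5 moved the untreated share at gained regions most, to 9.05%. The difference between gained and shared regions was not seen among strong regions, a comparison added after the data were seen. Among shE2F1 peaks with a −log10 q of at least 5, an untreated E2F1 peak overlapped 9.73% (7.54% to 12.3%) of those without a control shRNA peak at the authors' threshold and 11.2% (9.32% to 13.4%) of those with one. A DMSO E2F1 peak overlapped 53.5% and 54.8% of them. A GSK126 E2F1 peak overlapped 76.6% (73.1% to 79.8%) and 81.5% (78.9% to 83.9%), so the share was lower without a control shRNA peak, with overlapping intervals. The median width was 467 bp without a control shRNA peak and 673 bp with one. A longer region has more chance of an overlap, so these shares cannot settle whether the difference is absent at equal width.

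The GSK126 and DMSO lists were compared to ask whether inhibition of EZH2 changes E2F1 binding. The log2 ratio of the peak numbers, GSK126 over DMSO, was −0.14, with an interval from the exact binomial share of −0.17 to −0.10. It changed direction at a −log10 q of at least 5, to 0.56, with 11562 peaks in GSK126 and 7844 in DMSO. GSK126 peaks overlapped 47.0% (46.2% to 47.8%) of DMSO peaks, and DMSO peaks overlapped 50.2% (49.4% to 51.1%) of GSK126 peaks, against means of 0.719% and 0.782% in random placements. Among DMSO peaks at promoters 94.1% were overlapped, and among those farther than 1 kb from every TSS 11.9% were. For GSK126 peaks overlapped by DMSO these shares were 58.2% and 27.8%. This split was added after the data were seen and moved the result most. DMSO peaks without an overlap numbered 8318, of which 4.74% lay at promoters and 1.74% had the E2F motif. GSK126 peaks without an overlap numbered 7104, of which 62.0% lay at promoters and 17.7% had the motif.

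Within the 7385 shared DMSO peaks, the median log2 ratio of fold, GSK126 over DMSO, was 0.70, with an interval from order statistics of 0.69 to 0.71. The fold was higher in GSK126 at 6891 of them, and the Spearman correlation of fold across peaks, which are not independent replicates, was 0.817. Fold depends on the background of each library, so fragments at the summit were also divided by the lowest background, which gave a median log2 ratio of 0.74. Limiting the comparison to peaks farther than 1 kb from every TSS moved it most, to 0.32.

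**Figure D4:**
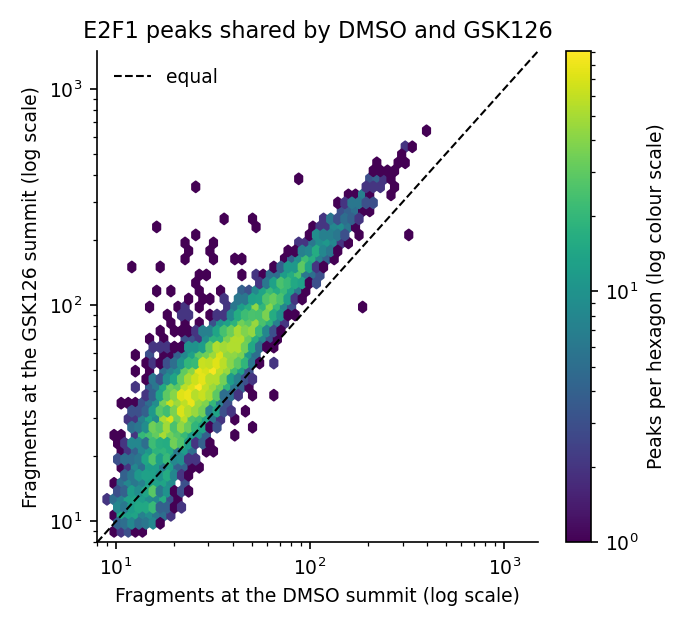
Fragments at the GSK126 summit against fragments at the DMSO summit (both log scales) for the 7385 shared peaks, coloured by the number of peaks per hexagon, with a dashed line where both are equal. Most peaks lie above the line, and after scaling to the lowest background 94.8% are higher in GSK126.

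The strongest DMSO peak without a GSK126 overlap lay between genes on chromosome 16 from 34588075 to 34588354, with a fold of 4.43. Its summit was 207085 bp from the nearest protein-coding TSS. The following peaks lay on chromosome 19 from 29760220 to 29760583, between genes and 44545 bp upstream of C19orf12 with a fold of 6.11, and on chromosome 1 from 148951955 to 148952232, in a UTR exon of PDE4DIP with a fold of 9.22. The strongest GSK126 peak without a DMSO overlap lay on chromosome 4 from 55458225 to 55458553, in an intron of CLOCK, with a fold of 19.0. It was followed by peaks on chromosome 11 from 66268261 to 66268605, 134 bp upstream of RAB1B with a fold of 13.4, and on chromosome 12 from 52147392 to 52147717, between genes and 38222 bp downstream of the start of KRT80 with a fold of 14.4.

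Among 22 usual E2F target genes, 16 had an untreated E2F1 peak within 1 kb of a TSS, and 22 had one in DMSO and in GSK126. An H3K27me3 peak was present at 2 of these genes in control shRNA and at 12 in shE2F1. RRM2 on chromosome 2 had untreated E2F1 peaks from 10120347 to 10120813, between genes, with a fold of 6.28, and from 10122291 to 10123319, in a coding exon, with a fold of 9.03. Its strongest fold was 32.5 in DMSO and 60.4 in GSK126, and it had no H3K27me3 peak at its promoters in either shRNA library. CCNB1 on chromosome 5 had no untreated E2F1 peak, a DMSO peak from 69166947 to 69167411 with its summit in a coding exon and a fold of 6.07, and a GSK126 peak from 69166887 to 69168092 with a fold of 8.83. An H3K27me3 peak at CCNB1 was called only in shE2F1, from 69166955 to 69167528 in a UTR exon, with a fold of 2.42 and a −log10 q of 1.05. CDC20 on chromosome 1 had an E2F1 peak only in GSK126, from 43358339 to 43358794, with a fold of 4.62. PLK1 on chromosome 16 had exonic E2F1 peaks in DMSO, from 23678612 to 23678897, and in GSK126, from 23678471 to 23679130, with folds of 7.93 and 12.5. E2F5 on chromosome 8, from 85177154 to 85217158, had no peak at its promoters in any of the 5 lists.

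**Figure D5:**
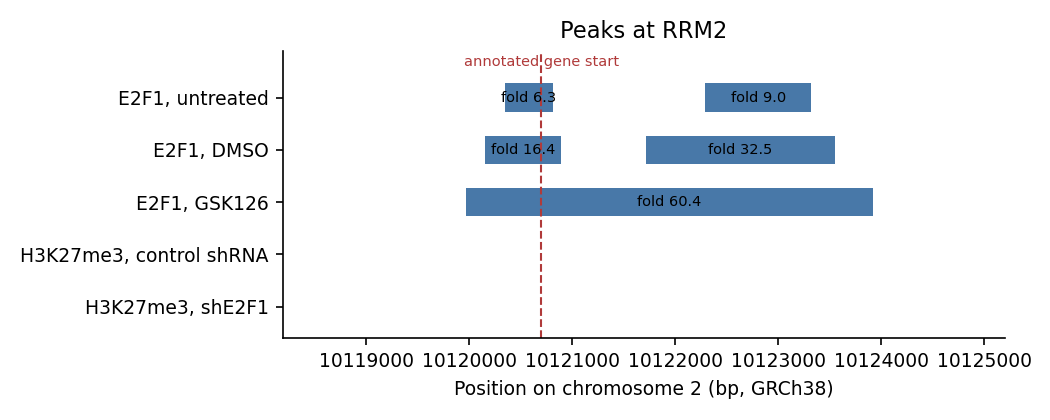
Peaks at RRM2 by position on chromosome 2 (bp, GRCh38), with 1 line per library, bars for peaks labelled with their fold and a dashed line at the annotated start of the gene. The GSK126 peak has a fold of 60.4, and neither H3K27me3 line has a peak.

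The expressed genes ACTB and GAPDH and 4 HOX genes, which are usual carriers of H3K27me3, served as checks. ACTB on chromosome 7 had an H3K27me3 peak in both shRNA libraries, from 5529771 to 5530093 with a fold of 3.36 in control shRNA and from 5529778 to 5530518 with a fold of 3.59 in shE2F1. GAPDH on chromosome 12 had one only in shE2F1, from 6534086 to 6535076 in a UTR exon, with a fold of 3.29. HOXA9 on chromosome 7 had one only in control shRNA, from 27171460 to 27171978 in a UTR exon, with a fold of 2.75. HOXB9, HOXC9 and HOXD9 had none in either library. In shE2F1 the checks thus went against the usual distribution of the mark, with peaks at both expressed genes and at none of the 4 HOX genes. In control shRNA they did not separate the classes, with a peak at ACTB and at HOXA9. Whether the 4 HOX genes carry the mark in this cell line is not known from these lists. Of these genes, HOXB9 and HOXC9 had an E2F1 peak in GSK126, with folds of 7.69 and 6.63. How much of the called peaks reflects the mark therefore stays open on these few genes.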

Values the study reported

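The study reported 803 E2F1 target genes in MDA-MB-231 cells. It counted 1,630 regions with a gain of H3K27me3 when E2F1 was knocked down, and assigned 24.4% of them to promoters.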

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

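The alternatives chosen after the data were seen included the −log10 q of at least 2 for H3K27me3 and summit fragments over the lowest background. The split of shared E2F1 peaks by distance to a TSS was another. So were gained regions at a −log10 q of at least 5 with no control shRNA peak at the authors' threshold. The comparison of gained with shared regions at that −log10 q was also added then. The same holds for matched promoters with no E2F1 peak in any list, and for those with DMSO and GSK126 peaks only. A pair of directions reversed. The log2 ratio of H3K27me3 peak numbers, shE2F1 over control shRNA, was −0.36 at a −log10 q of at least 2, and that of E2F1 peak numbers, GSK126 over DMSO, was 0.56 at a −log10 q of at least 5. In both cases the cause was not tested.

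A −log10 q of at least 5 gave a log2 ratio of H3K27me3 peak numbers of 1.80, 1215 gained regions against 59025 at the authors' threshold, a promoter share of 92.8% for these, an untreated E2F1 peak at 9.05% of them, and a gain of 12.7 points at E2F1 peaks. It gave 75.8% of DMSO peaks shared with GSK126 but 50.5% of GSK126 peaks shared with DMSO. The median log2 fold ratio was 0.71, and 97.7% of untreated peaks were found in DMSO. The shift follows in part from the construction, which leaves fewer peaks, and the rest of the cause was not tested. With no control shRNA peak at the authors' threshold either, 637 regions were gained, of which 93.4% lay at promoters.

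Promoters from 1 kb upstream to 100 bp downstream, of 5 kb on either side, and of protein-coding genes gave 88.3%, 96.4% and 89.4% of untreated E2F1 peaks at promoters. They gave 9.65%, 29.5% and 9.50% of gained regions, and any overlap with the promoter gave 14.7%. These shifts follow from the size and number of the windows. The longer motif lowered the untreated motif share to 21.5%, and windows of 50 bp to 45.1%, since both admit fewer matches.

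Merging peaks within 1 kb gave a log2 ratio of H3K27me3 peak numbers of 0.23. Asking for 50% of the peak to be covered gave a promoter share of 12.0% for the regions gained under that rule, E2F1 peaks over 50% of the region at 0.295% of the 59025 regions without any overlap, a gain of 31.2 points at E2F1 peaks, and 45.3% of DMSO peaks shared. A reciprocal overlap of 50% gave 105381 gained regions and 32.6% of DMSO peaks shared. Counting neighbours within 5 kb as overlaps gave 22442 gained regions, 22.1% of them at promoters. Looking within 1 kb of the E2F1 summit gave E2F1 at 0.703% of gained regions and a gain of 40.5 points. Summits within 200 bp gave 38.0% of DMSO peaks shared, a median log2 fold ratio of 0.71 and 83.7% of untreated peaks found in DMSO. Equal numbers of the strongest peaks gave 14.2% of gained regions at promoters, E2F1 at 0.689% of them, 50.5% of peaks shared and 60.04% of untreated peaks found in DMSO. A fold of at least the median of the list gave 36621 gained regions, 14.4% at promoters, E2F1 at 0.735% of them and a gain of 26.6 points. The cause of these shifts beyond the change of rule was not tested.

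Shared DMSO peaks made up 94.1% of those at promoters and 11.9% of those farther than 1 kb from every TSS. The median log2 fold ratio was 0.32 in the latter, and 0.74 for summit fragments over the lowest background.

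Of the values of the main comparisons, 45 moved beyond their interval or by more than 1.5 times, 2 reversed direction and 21 did neither. Of the other values recomputed, 60 moved and 15 did not. Including all sequences changed nothing, because every peak already lay on the 23 chromosomes used. The untreated library was the shallowest of the E2F1 libraries, at 0.668 expected fragments per base, which limits how far a missing untreated peak can be read. No paired analysis was possible because each condition has 1 library and no result comes from a test between conditions.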

Other observations

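The tests of depth on the number of untreated peaks and on the DMSO-only peaks were set before their results were seen. So was the test of the motif on H3K27me3 gain. Some settings used below were also fixed before the data were examined. These are a −log10 q of at least 5 and promoters of 5 kb on either side. Equal numbers of the strongest peaks at the authors' threshold are another. Apart from values at these settings, the other tests below were chosen only after the result was seen. They include those by chromosome, by GC content, of the HOX and ribosomal protein genes and of the shared peaks.

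The number of gained regions here was 59025. That is higher than the value quoted from the study above. The share of gained regions at promoters here was 13.0%. That is lower than the value quoted from the study above. Both directions depend on the threshold, since at a −log10 q of at least 5 in both lists 1215 regions were gained and 92.8% of them lay at promoters, the former lower and the latter higher than the quoted values. With promoters of 5 kb on either side the share was 29.5%, and with promoters from 1 kb upstream to 100 bp downstream it was 9.65%. The study's methods name DESeq2 and bedtools for regions of differential binding, whereas gained regions here are peaks without an overlap. The measures are therefore unlike, and the differences from the quoted values do not test them.

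The untreated list held 1056 peaks, far fewer than the DMSO and GSK126 lists. Scaling the fragments of the DMSO peaks to the untreated background left 3930 peaks past the weakest −log10 p of the untreated list, and scaling those of GSK126 left 8641, so lower depth alone does not account for the difference. Of the DMSO peaks shared with GSK126, 3891 stayed past it, and 24.0% of these overlapped an untreated peak. Fragments over the lowest background at untreated peaks were lower than in DMSO, with a median log2 ratio of −0.30 over 1016 peaks, and lower than in GSK126, with −1.10 over 1047 peaks. A different enrichment of the untreated immunoprecipitation or a different control library, for which the size ratio was 2.40, may contribute, and so may the culture conditions. None of these was tested.

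DMSO peaks without a GSK126 overlap lay mostly away from TSSs. After scaling to the GSK126 depth, 95.1% of the distal ones stayed past the weakest −log10 p of the GSK126 list, which argues against the greater depth of DMSO. The E2F motif was present in 1.60% of them, against 26.6% of the shared distal DMSO peaks and 1.35% on average in GC-matched windows of the genome, where 34 of 1000 sets reached the observed share. This argues against motif-directed binding lost under GSK126 as their main source. In distal GSK126-only peaks the motif share was 11.01%, against 2.76% in GC-matched windows. Across 23 chromosomes, the number of distal DMSO-only peaks per Mb rose with the background of the control at shared promoter peaks, with a Spearman rho of 0.73 (permutation p = 0.00014, Benjamini-Hochberg adjusted 0.00028 over a family of 4 relations) and a Pearson r of 0.746 (two-sided permutation p = 5e-05, adjusted 0.0001). Without the 2 chromosomes farthest from the median, r was 0.609. The same relation held for distal GSK126-only peaks, with a rho of 0.816. Weak calls in regions of high copy number or coverage are therefore a candidate explanation for part of the DMSO-only peaks, and a biological difference between the treatments stays untested.

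H3K27me3 peaks at promoters were more numerous in shE2F1. At promoters the log2 ratio of peak numbers was positive at each threshold, from 0.51 at the authors' threshold to 1.94 at a −log10 q of at least 10. Outside promoters it was 0.09 at the authors' threshold, −0.56 at 2, −0.83 at 3, −0.40 at 4, 0.63 at 5 and 1.43 at 10, so its direction depends on the threshold. Among the 123957 strongest peaks of each library, 11.6% lay at promoters in shE2F1 and 8.56% in control shRNA. Among the 3427 strongest the shares were 73.6% and 27.98%, and among the 193 strongest 95.9% and 93.3%, where the intervals overlap. The share was higher in shE2F1 at each of the 6 numbers of peaks examined, ranked by −log10 q or by fold. This argues against greater depth of the shE2F1 library as the whole source, if depth acts alike on peaks at promoters and elsewhere. GC-matched promoters without an E2F1 peak gained 8.32 points on average against 35.9 at untreated E2F1 peaks, which argues against GC content as the whole source. Promoters with DMSO and GSK126 peaks only gained as much as those with an untreated peak within the range of the matched sets. At GSK126 promoter peaks the gain was 1.499 points higher with the motif than without at equal GC content, inside the range of −1.90 to 1.87 that held 95% of permutations within GC bins, so E2F1 occupancy through the motif and a property shared by bound promoters cannot be told apart by this test. Across 4 groups of equal size by E2F1 strength in GSK126 promoter peaks, the gain rose from 28.3 to 40.9 points. The median peak width rose from 458 to 1137 bp, and a longer peak has more chance of an overlap. The control shRNA share did not rise with width, at 14.2%, 11.01%, 12.3% and 13.9% from the weakest to the strongest group. These shares argue against width alone as the source of the rise, if width acts alike in both libraries.

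The class of genes that carried the new peaks was then examined. Promoters of 39 HOX genes, usual polycomb targets, carried an H3K27me3 peak in 15.4% of cases in shE2F1 and in the same share in control shRNA. Promoters of 82 ribosomal protein genes carried one in 58.5% of cases in shE2F1 and 19.5% in control shRNA. The HOX genes had no higher share in control shRNA than the 21.2% of all promoters, and the ribosomal protein genes were chosen because of their peaks, so polycomb targets and other promoters as the source cannot be told apart by this order. The classes also differed in E2F1 binding, with a DMSO peak at 53.7% of ribosomal protein genes and no HOX gene, and a GSK126 peak at 79.3% and 10.3%. Signal that an immunoprecipitation or micrococcal nuclease digestion gives at open promoters may contribute to both libraries, and in unequal amounts. It cannot be told apart from a gain of the mark at active promoters, because libraries of another antibody or of input were not analysed here for the shRNA arms. The hypothesis that E2F1 loss raises H3K27me3 at E2F1-bound promoters therefore stays open on these lists.

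E2F1 signal in shared peaks was higher in GSK126 than in DMSO. The GSK126 library was not the deeper one, since DMSO held 1.08 times its fragments, so greater depth of GSK126 is not the source. After scaling to the lowest background the median log2 ratio was 0.74, and the fragments were higher in 94.8% of shared peaks. The shift was smaller in the 1070 shared peaks farther than 1 kb from every TSS. There the fold was higher in GSK126 at 72.1%, with a median log2 ratio of 0.32, and the reason was not tested. A shift of most shared peaks in 1 direction is what a more efficient immunoprecipitation gives. With 1 library per condition, such an efficiency cannot be told apart from a rise of E2F1 binding under GSK126. The overlap of the lists could also owe something to a shared control library, since the control size ratio was 1.00, and no simulation of unchanged lists was run for it.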
